A study of Mus musculus with 23 samples. Its data were reported in "Therapeutic targeting of Notch signaling and immune checkpoint blockade in a spontaneous, genetically heterogeneous mouse model of T-cell acute lymphoblastic leukemia" (2019).

How the data were processed

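RNA sequencing was carried out on 23 mouse samples in 3 groups. The 6 controls were thymus of normal C57BL/6 mice. The other samples were spleens of mice without Rag2 and Il2rg that had developed T-cell acute lymphoblastic leukemia (T-ALL) after a newborn thymus had been transplanted under the kidney capsule. In 14 of them the donor thymus was wild type (WT T-ALL), and in 3 it lacked Notch3 (Notch3 KO T-ALL). The labels name C57BL/6 as the strain of the controls and BALB/c as that of the transplanted mice, so tissue and the strain of the animal part with the groups. By the study's methods the wild-type donors were of a congenic line on the C57BL/6 background, so the leukemic cells of WT T-ALL share the background of the controls and BALB/c applies to the host cells. They name stranded mRNA libraries made from total RNA. Each sample was 1 library, and samples are named here by the number in their label.

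The deposited values are log2, made by the authors from RPKM (reads scaled by transcript length and library size). By the study's methods, reads were mapped to the mm10 transcriptome with the OSA aligner in ArrayStudio and quantified there. The scale was read from the values themselves. Every column has a minimum of 0 and a 75th percentile between 3.458 and 3.459, which is the value of log2(RPKM + 1) when RPKM is scaled to a 75th percentile of 10.0 in each sample. The offset of 1 is therefore part of the deposited values, and differences between groups understate the fold change of genes with low values. The table lists 24475 genes, with 1 row per gene identifier. A spreadsheet had turned 27 gene symbols into dates, and these were restored by gene identifier. The table gives no read counts. The study's methods give an approximate depth for all samples, the depth of each single library is unknown, and no interval or detection limit that needs it is given. Positions came from GENCODE release M21 on assembly GRCm38.p6, in which 24371 genes (99.6%) had a match.

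Before the data were examined, the comparisons, tests, gene lists, thresholds and most alternative settings were fixed, with an offset of 0.1 for linear values and none added if the table was already log2. The values were therefore used as deposited, and an alternative with an offset of 1 is the same as the reported setting. Genes with a scaled RPKM of at least 1 in at least 3 of the samples fitted were kept, which left 11919 genes, or 11677 where only the T-ALL samples were fitted. Each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust), and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Both comparisons with thymus used all 3 groups in 1 fit. The comparison of the T-ALL groups used those groups alone. On simulated data with 200 changed genes, the 3 fits called 97%, 87% and 91% of the genes changed by 2 on the log2 scale, 77%, 47% and 62% of those changed by 1, and 6, 11 and 4 unchanged genes. Many changes of that smaller size are therefore missed, most of all between Notch3 KO T-ALL and thymus.

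Genes of the lists were tested singly by two-sided exact permutation tests of the difference in mean log2 value, with every split of the samples enumerated. There are 38760 splits of 14 against 6 samples, 84 of 3 against 6 and 680 of 3 against 14, so the smallest p these tests can give is 2.58e-05, 0.0119 and 0.00147. Adjusted p-values cover the 3 comparisons of Notch3, or all genes of a list and the 3 comparisons together. The lists were 6 oncogenic transcription factors, Notch1 with 3 targets, 8 genes of immunophenotype and proliferation, and a set of 9 Notch target genes. The transcription factors, Notch1 with its targets and the set were taken from the study, which had looked at them in these same samples (the set in a supplementary heatmap). The immunophenotype list holds genes of proteins that the study measured by flow cytometry, of which PD-1 and PD-L1 were measured on host cells of mice with passaged T-ALL. The set was tested with camera at a preset inter-gene correlation of 0.01. The exact test was tested on simulated data, where 5.35% of 2000 unchanged genes came out under 0.05. Further marker lists (erythroid, macrophage, neutrophil, megakaryocyte, endothelial, stroma, thymic epithelium, B cell, sex and host genotype) served for checks given in the closing section. Ighm of the B cell list was not listed in the table. Lists of mural cell and pancreatic acinar cell genes were added later.

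Genes are named by a rule fixed in advance. For each comparison, these were the 4 genes with the largest rise and the 4 with the largest fall among those with an adjusted p under 0.05, a mean scaled RPKM of at least 5 in the higher group and no overlap between the samples of the groups (3 and 3 where fewer were left). T-cell receptor, immunoglobulin, hemoglobin, ribosomal protein and predicted genes were not named. The rule left 684 rises and 635 falls for WT T-ALL against thymus, 1652 and 1381 for Notch3 KO T-ALL against thymus, and 12 and 2 for Notch3 KO against WT T-ALL. Genes of the lists of the study are named whatever their values. Of the 4 rises the rule picked in each comparison with thymus, 3 are given.

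How alike the samples of a group are was measured by the median Pearson correlation of each sample with the others of its group across the kept genes. The shift of a chromosome was the median, over its kept genes, of the log2 value minus the thymus mean of the gene, less the median over all autosomal genes of the sample. It was tested for 20 chromosomes. The correlation across genes between the log2 changes of the T-ALL groups was set beside 200 simulations of unchanged groups measured against the same thymus controls. Correlations across samples were tested by permutation with 100000 resamples. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the plots.

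The labels give no batch. In the table, thymus controls 5 and 6 differed from controls 1 to 4: 35 genes were higher in both by more than 1 on the log2 scale and 32 were lower. The first rule for carrying this split to the T-ALL libraries was the largest gap in the mean of the 35 genes, which set WT T-ALL 7 apart alone. A second rule was chosen after that was seen: the split with at least 2 libraries on each side that the most of the 35 genes made without overlap. It was made by 9 genes, as was a split of WT T-ALL 3 and 7 from the rest, and the tie went to the more even split. This inferred batch A holds thymus controls 5 and 6, WT T-ALL 3, 4, 5 and 7 and all 3 Notch3 KO T-ALL libraries. Batch B holds thymus controls 1 to 4 and the other 10 WT T-ALL libraries. Values within these batches stand beside the pooled ones, and fits with either rule as a term were run.

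The alternatives tried were offsets of 0.01 and 0.1, median-of-ratios scaling, quantile normalization, a correction of each sample for GC content and transcript length (95.8% of the kept genes had both), no filter, a filter at 5, array weights per group, the erythroid marker score as a covariate, other sets of groups in the fit, a replicate block, and leaving out each Notch3 KO library in turn, with p-values adjusted over all 3 comparisons as before. The offset of 0.1, the GC and length correction, the batch terms and the tests within batches were chosen after seeing the data. A planned measure of the largest share of T-cell receptor beta variable segments was not analysed here, since the table lists 0 such genes.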

Results

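The data set holds the expression of 24475 genes in 6 thymus samples of normal mice, 14 spleens with T-ALL that arose from a transplanted wild-type thymus, and 3 spleens with T-ALL from a thymus without Notch3. The number of genes with a scaled RPKM of at least 1 ran from 10234 to 10300 in thymus, from 10154 to 11011 in WT T-ALL and from 10716 to 10975 in Notch3 KO T-ALL. The table holds no counts, so the depth of each single library is unknown beyond the approximate figure in the study's methods. Mitochondrial genes made up 6.64% to 22.51% of the summed scaled RPKM in thymus, 9.84% to 44.47% in WT T-ALL and 11.22% to 19.58% in Notch3 KO T-ALL. Hemoglobin genes made up 0.009% to 0.117%, 0.087% to 5.923% and 4.051% to 15.522%. Values below are log2(scaled RPKM + 1) as mean ± SD unless another unit is named, and all positions are on assembly GRCm38.p6.

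Notch3 (gene 18131, chromosome 17, 32120820 to 32166896) was examined first, since it is the gene removed from the donor thymus of 1 group. It measured 3.31 ± 0.63 in thymus (n = 6), 4.75 ± 0.72 in WT T-ALL (n = 14) and 3.18 ± 0.58 in Notch3 KO T-ALL (n = 3). In scaled RPKM these are 9.77 ± 5.07, 28.8 ± 13.1 and 8.57 ± 3.67. The Notch3 KO libraries 1, 2 and 3 gave 3.22, 2.59 and 3.74, and thymus controls 1 to 6 gave 2.80, 3.79, 2.62, 4.29, 3.06 and 3.29. The WT T-ALL libraries ran from 3.17 to 5.78. WT T-ALL was higher than thymus by 1.44 (exact permutation test, p = 0.000671, adjusted p = 0.00201), and 10 of 14 libraries lay above all thymus controls. Notch3 KO T-ALL differed from thymus by -0.12 (exact permutation test, p = 0.774). Notch3 KO T-ALL was below WT T-ALL, with a difference of -1.56 (exact permutation test, p = 0.00441, adjusted p = 0.00662), although only 1 of 3 libraries lay below all WT T-ALL libraries. Adjusted over all genes tested by limma, this last difference had a p of 0.101. Within the inferred batches the differences were 1.43, 0.01 and -1.51. Within batch A, the difference from WT T-ALL (3 against 4 libraries) had an exact p of 0.0571, where the smallest p the design allows is 0.0286. The Notch3 KO libraries, at 2.59 to 3.74, all lay below the WT T-ALL libraries of that batch, at 3.98 to 5.38. Correction for GC content and transcript length moved the rise in WT T-ALL most, to 1.67. Without Notch3 KO T-ALL 2, the difference from thymus changed direction to 0.17, and that from WT T-ALL was -1.27 with an adjusted p of 0.0375. Adjusted p-values of the difference from WT T-ALL ran from 0.00441 to 0.0857 over its alternatives.

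**Figure D1:**
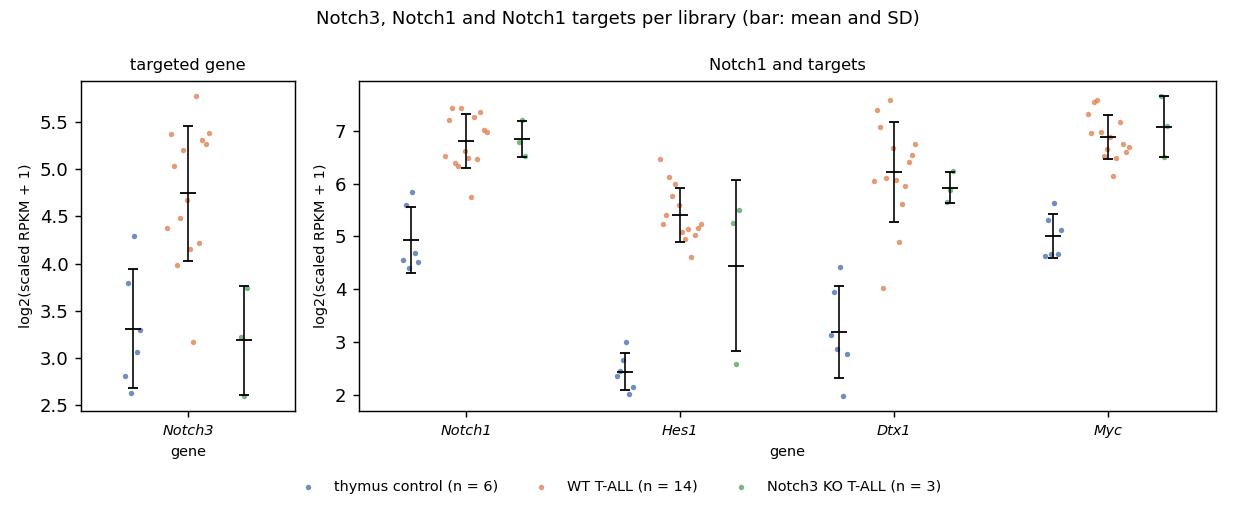
Log2(scaled RPKM + 1) of Notch3, Notch1, Hes1, Dtx1 and Myc in thymus (n = 6), WT T-ALL (n = 14) and Notch3 KO T-ALL (n = 3), where each dot is a library and the bars give mean and SD. Notch3 of the Notch3 KO libraries lies between 2.59 and 3.74, close to the thymus controls.

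The comparison of WT T-ALL with thymus asks how the leukemic spleens differ from normal thymus. Of 11919 genes, 6150 had an adjusted p under 0.05, of which 3493 were higher in T-ALL and 2657 lower. At an unadjusted p under 0.05 there were 6847. The alternative that moved the count most was the erythroid marker score as a covariate, with 992 genes, of which 822 were among the 6150 and 16 had the opposite sign. Within batch B (10 against 4 libraries) 4920 genes were called, and within batch A (4 against 2) 1555. The rises named by the rule were Car1 (gene 12346, chromosome 3, 14766214 to 14808365) with a log2 change of 5.60 (SE 0.38, limma adjusted p = 1.14e-10), Slc4a1 (gene 20533, chromosome 11, 102348820 to 102365281) with 5.59 (SE 0.56, 6.76e-08) and Aqp1 (gene 11826, chromosome 6, 55336299 to 55348555) with 5.00 (SE 0.43, 6.25e-09). These 3 genes were near 0 in every thymus control, at 0.00 to 0.21, so the size of their change depends on the offset: with an offset of 0.1, Car1 changed by 8.44. With the erythroid score as a covariate, the change of Slc4a1, itself part of the score, was 0.72 and that of Aqp1, which is not, 1.69.

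The named falls in WT T-ALL were Dgkeos (gene 414094, chromosome 11, 89060751 to 89067884), a long non-coding RNA gene, with -5.81 (SE 0.17, limma adjusted p = 4.94e-18), Ccr9 (gene 12769, chromosome 9, 123767211 to 123783457) with -4.80 (SE 0.71, 9.27e-06), Arl5c (gene 217151, chromosome 11, 97989575 to 97996285) with -4.67 (SE 0.58, 1.13e-06) and Tdrp (gene 72148, chromosome 8, 13952008 to 13975478) with -4.38 (SE 0.15, 2.11e-16). Dgkeos measured 6.13 ± 0.38 in thymus (n = 6), 0.32 ± 0.29 in WT T-ALL (n = 14) and 0.64 ± 0.39 in Notch3 KO T-ALL (n = 3). Reads of a gene that overlaps another on the opposite strand depend on how strand was handled, which the values do not show for Dgkeos. The fall was seen in both inferred batches. In batch A, Dgkeos measured 6.36 and 6.68 in thymus and 0.00 to 0.61 in WT T-ALL. In batch B it measured 5.61 to 6.21 and 0.04 to 1.10. These values argue against the inferred batch as the cause of the Dgkeos fall. Tdrp measured 4.56 ± 0.28, 0.18 ± 0.27 and 0.26 ± 0.33. Whether strain variants affect the values of Dgkeos and Tdrp was not tested.

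The comparison of Notch3 KO T-ALL with thymus asks the same of tumors that arose from a thymus without Notch3. It gave 4475 genes, 2527 higher and 1948 lower, and 5523 at an unadjusted p under 0.05. The erythroid covariate again moved the count most, to 175, of which 140 were among the 4475. Without Notch3 KO T-ALL 3 the count was 2859, and within batch A (3 against 2 libraries) it was 3452. The share of calls that were rises was 56.5%, and became 46.5% under quantile normalization and 44.6% after the correction for GC content and length. The named rises were Slc4a1 with 8.28 (SE 0.82, limma adjusted p = 1.53e-07), Alas2 (gene 11656, chromosome X, 150547417 to 150570622) with 7.39 (SE 1.01, 9.67e-06) and Aqp1 with 7.12 (SE 0.62, 2.81e-08). With the erythroid score as a covariate, Alas2, also part of the score, changed direction, to -1.86.

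The named falls in Notch3 KO T-ALL were Dgkeos with -5.49 (SE 0.24, limma adjusted p = 1.16e-13), Dynlt1c (gene 100040563, chromosome 17, 6601779 to 6607891), Ms4a4b (gene 60361, chromosome 19, 11443558 to 11463549) with -4.60 (SE 0.68, 2.47e-05) and Rag1 (gene 19373, chromosome 2, 101638252 to 101649532) with -4.37 (SE 0.97, 0.00125). Dynlt1c had a scaled RPKM of 34.8 ± 10.9 in thymus (n = 6) and was listed at 0 in all 3 Notch3 KO libraries (limma adjusted p = 5.56e-05). It has close paralogs, among which the quantification had to divide reads.

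Notch3 KO T-ALL was compared with WT T-ALL to ask whether the genotype of the donor thymus changed the expression of the tumors. Of 11677 genes, 72 had an adjusted p under 0.05, of which 69 were higher in Notch3 KO T-ALL and 3 lower, and 994 had an unadjusted p under 0.05. The count depended on the setting. It was 2 with an offset of 0.01, the largest move as a ratio, 39 with an offset of 0.1, 6 with a filter at 5, and 254 with all 3 groups in the fit, the largest move in number. After the correction for GC content and length it was 58, of which 74.1% were rises, against 95.8% of the 72. The count was 205 without Notch3 KO T-ALL 1, 3 without Notch3 KO T-ALL 2 and 12 without Notch3 KO T-ALL 3. With the inferred batch as a term it was 159, of which 57 were among the 72. Within batch A (3 against 4 libraries) it was 13, of which 5 were among the 72, with 1151 at an unadjusted p under 0.05. WT T-ALL of batch A differed from WT T-ALL of batch B in 48 genes, of which 0 were among the 72.

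The rises named in Notch3 KO T-ALL were 3 short non-coding RNA genes. Rmrp (gene 19782, chromosome 4, 43492785 to 43493059) changed by 3.95 (SE 0.53, limma adjusted p = 0.000839), Snord22 (gene 100127111, chromosome 19, 8725866 to 8725991) by 3.95 (SE 0.46, 0.000151) and Snord15b (gene 449631, chromosome 7, 99479563 to 99479707) by 3.64 (SE 0.26, 1.26e-07). The falls were Hist1h2ag (gene 319167, chromosome 13, 22042478 to 22042949) with -2.14 (SE 0.42, 0.0204) and Scand1 (gene 19018, chromosome 2, 156311846 to 156312704) with -1.39 (SE 0.28, 0.0258). The limma calls of both falls were lost without Notch3 KO T-ALL 2, with changes of -2.04 and -1.18, and without Notch3 KO T-ALL 3, with -2.31 and -1.22. Rmrp measured 2.36 ± 0.63 in thymus (n = 6), 2.18 ± 0.93 in WT T-ALL (n = 14) and 6.14 ± 0.77 in Notch3 KO T-ALL (n = 3).

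The log2 changes of both T-ALL groups against thymus correlated across the 11919 genes with r = 0.896. Genes are not independent replicates, and the shared controls alone gave a median of 0.263 in 200 simulations of unchanged groups, with 5 of the 200 above 0.681 and a highest value of 0.827. Leaving out a library moved r most, to 0.845 without Notch3 KO T-ALL 1 and 0.869 without Notch3 KO T-ALL 3, both below the 0.879 that 5 of 200 simulations passed with 1 library fewer.

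**Figure D2:**
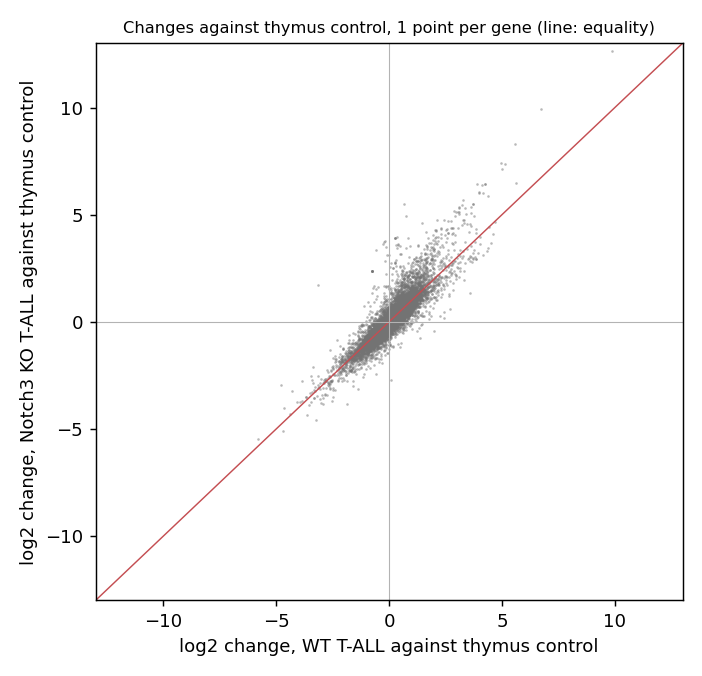
Log2 change against thymus of each of the 11919 kept genes in WT T-ALL (horizontal axis) and Notch3 KO T-ALL (vertical axis), with 1 point per gene and the line of equal change. The changes correlate across genes with r = 0.896.

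The study compared 6 oncogenic transcription factor genes between T-ALL and thymus: Tal1 (gene 21349, chromosome 4, 115056426 to 115071755), Tal2 (gene 21350, chromosome 4, 53779701 to 53788712), Lyl1 (gene 17095, chromosome 8, 84701423 to 84704716), Lmo1 (gene 109594, chromosome 7, 109138565 to 109175207), Lmo2 (gene 16909, chromosome 2, 103957903 to 103981878) and Tlx1 (gene 21908, chromosome 19, 45150092 to 45156943). Tal1 measured 0.09 ± 0.08 in thymus (n = 6), 3.18 ± 0.90 in WT T-ALL (n = 14) and 5.13 ± 1.07 in Notch3 KO T-ALL (n = 3). Lmo2 measured 0.78 ± 0.24, 4.06 ± 0.82 and 5.52 ± 0.72, and Lyl1 1.03 ± 0.18, 2.65 ± 0.89 and 3.77 ± 0.56. In WT T-ALL these 3 genes were higher than thymus by 3.09, 3.28 and 1.62 (exact permutation tests, adjusted p = 0.000232, 0.000232 and 0.0031), in 14 of 14 libraries each. In Notch3 KO T-ALL they were higher by 5.03, 4.74 and 2.74 in 3 of 3 libraries (adjusted p = 0.0268 each, from the smallest p the exact test can give). Tal2 and Tlx1 stayed at or below 0.40 in every library, and Lmo1 reached 3.42 in 1 WT T-ALL library with a mean of 0.57 ± 0.89. The Tlx1 difference between Notch3 KO T-ALL and thymus was 0.16 (exact permutation test, adjusted p = 0.0476), and its call was lost under quantile normalization. Tal1 and Lmo2 were also higher in Notch3 KO than in WT T-ALL, by 1.94 and 1.46 (exact permutation tests, adjusted p = 0.0265 each), with 2 of 3 libraries above all WT T-ALL libraries. Lyl1 differed by 1.12 (adjusted p = 0.0926).

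The count of these genes past the threshold adjusted over the list alone was 3, 4 and 2 in the 3 comparisons, and that over all genes tested was 3, 3 and 0 of the 3 that passed the filter. The study had already shown this list and those of Notch1 and the Notch targets on these samples, so the counts over a list alone are not independent evidence. Within batches, the rises of Tal1, Lmo2 and Lyl1 in WT T-ALL were 3.07, 3.25 and 1.61. Within batch A, the differences between Notch3 KO and WT T-ALL (3 against 4 libraries) were 2.30, 1.91 and 1.33 (exact p = 0.0571 each, where the smallest possible is 0.0286). The lowest Notch3 KO value and the highest WT T-ALL value there were 3.92 and 3.84 for Tal1, and 4.70 and 4.57 for Lmo2. For Lyl1 both were 3.13. Within batch A against thymus (3 against 2 libraries) the differences were 5.11, 5.00 and 2.92, where the exact test cannot give less than 0.1. The settings that moved these counts most were the tests within batches, with 0 genes in both comparisons of Notch3 KO T-ALL, and the loss of a Notch3 KO library. Without any 1 of them 0 genes passed against thymus, where the smallest p for 2 libraries is 0.0357. Against WT T-ALL 0 passed without Notch3 KO T-ALL 2 or 3, while Tal1 and Lmo2 both passed without Notch3 KO T-ALL 1 (adjusted p = 0.03 each by the exact permutation test, and from 0.03 to 0.107 for Tal1 and 0.03 to 0.129 for Lmo2 over the libraries left out).

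**Figure D3:**
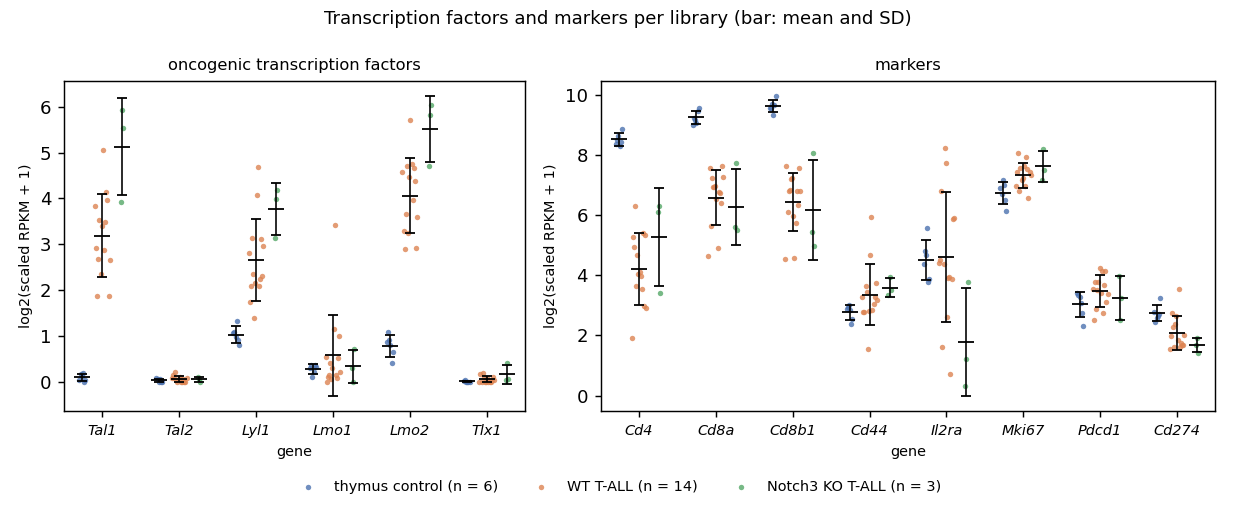
Log2(scaled RPKM + 1) of 6 oncogenic transcription factor genes and 8 genes of immunophenotype and proliferation in thymus (n = 6), WT T-ALL (n = 14) and Notch3 KO T-ALL (n = 3), where each dot is a library and the bars give mean and SD. Tal1, Lmo2 and Lyl1 lie above every thymus control in all T-ALL libraries, and Cd4, Cd8a and Cd8b1 lie below.

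Notch1 (gene 18128, chromosome 2, 26457902 to 26503822) and its targets Hes1 (gene 15205, chromosome 16, 30065357 to 30067796), Dtx1 (gene 14357, chromosome 5, 120680203 to 120711867) and Myc (gene 17869, chromosome 15, 61985341 to 61990361) were compared by the study between the T-ALL groups. Notch1 measured 4.93 ± 0.62 in thymus (n = 6), 6.81 ± 0.51 in WT T-ALL (n = 14) and 6.84 ± 0.34 in Notch3 KO T-ALL (n = 3). Hes1 measured 2.43 ± 0.36, 5.42 ± 0.51 and 4.44 ± 1.62, Dtx1 3.19 ± 0.88, 6.23 ± 0.95 and 5.93 ± 0.30, and Myc 5.01 ± 0.42, 6.88 ± 0.42 and 7.08 ± 0.58. In WT T-ALL the differences from thymus were 1.87, 2.98, 3.04 and 1.87 (exact permutation tests, adjusted p = 0.000155 each), with 13, 14, 13 and 14 of 14 libraries above all thymus controls. In Notch3 KO T-ALL they were 1.91, 2.01, 2.74 and 2.07. Hes1 did not pass there (exact permutation test, adjusted p = 0.0536), with 2 of 3 libraries above all controls, while the other 3 genes had an adjusted p of 0.0204 and 3 of 3 libraries. Between Notch3 KO and WT T-ALL they differed by 0.03, -0.97, -0.30 and 0.20, and none of the 4 had an unadjusted p under 0.05 by the exact test. The smallest was that of Hes1 (p = 0.0985, adjusted p = 0.131). The directions of the Notch1 and Myc differences changed within batch A, to -0.05 and -0.27. The count adjusted over the list alone was 4, 3 and 0, and that over all genes tested was 4, 4 and 0. The count against thymus in Notch3 KO T-ALL was moved most by the loss of any 1 library and by the tests within batches, each to 0.

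The set of Notch target genes had 9 members, of which Hes5 and Hey1 fell below the filter and 7 were tested. In WT T-ALL 6 of 7 were higher than in thymus, with a mean change of 1.37 (camera p = 0.0271, adjusted p = 0.0813 over 3 tests). In Notch3 KO T-ALL 5 of 7 were higher, with a mean of 0.88 (p = 0.168), and against WT T-ALL 2 of 7 were higher, with a mean of -0.49 (p = 0.0619, adjusted p = 0.0928). No camera call passed, so none was left to hold under fry or an estimated correlation. With fry, which lowered the p of the first comparison most, both comparisons with thymus passed (p = 4.58e-06 and 0.00826). With the correlation estimated from the data no comparison passed (p = 0.139, 0.348 and 0.202). Over its alternatives the adjusted p of the first comparison ran from 1.37e-05 to 0.926. Without Notch3 KO T-ALL 3, the camera tests of WT T-ALL against thymus and of Notch3 KO against WT T-ALL both passed (adjusted p = 0.0395 each). Without Dtx1, Hes1 and Myc, which were also tested singly, the mean change in WT T-ALL against thymus was 0.42 (camera p = 0.926). Of the 4 genes left, 3 were still higher. The direction in Notch3 KO T-ALL against thymus was then downward (p = 0.534). The rise of the set in WT T-ALL thus rested mostly, but not only, on Dtx1, Hes1 and Myc. Nrarp rose from 1.83 in thymus to 3.37 in WT T-ALL, and Dtx3l fell from 4.77 to 4.32. Both passed in limma over all genes tested.

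The study measured several surface markers and a marker of proliferation as proteins. The genes of these were compared here on the level of RNA: Cd4 (gene 12504, chromosome 6, 124864693 to 124888247), Cd8a (gene 12525, chromosome 6, 71373427 to 71379171), Cd8b1 (gene 12526, chromosome 6, 71322788 to 71337492), Cd44 (gene 12505, chromosome 2, 102811141 to 102901669), Il2ra (gene 16184, chromosome 2, 11642792 to 11693194), Mki67 (gene 17345, chromosome 7, 135689784 to 135716450), Pdcd1 (gene 18566, chromosome 1, 94038305 to 94052553) and Cd274 (gene 60533, chromosome 19, 29362107 to 29388095). Cd4 measured 8.51 ± 0.20 in thymus (n = 6), 4.22 ± 1.19 in WT T-ALL (n = 14) and 5.28 ± 1.63 in Notch3 KO T-ALL (n = 3). Cd8a measured 9.25 ± 0.22, 6.58 ± 0.92 and 6.27 ± 1.26, and Cd8b1 9.63 ± 0.20, 6.44 ± 0.97 and 6.16 ± 1.66. In WT T-ALL these differed from thymus by -4.30, -2.67 and -3.18 (exact permutation tests, adjusted p = 0.000206 each), in 14 of 14 libraries each. Mki67 was higher by 0.60 (adjusted p = 0.0286, 9 of 14 libraries above all controls) and Cd274 differed by -0.65 (adjusted p = 0.0362, 11 of 14 below). Neither call held within batches, with 0.59 and -0.65 (adjusted p = 0.0635 and 0.0972 there, and from 0.000929 to 0.257 for Mki67 and 0.0238 to 0.0972 for Cd274 over their alternatives). Cd44, Il2ra and Pdcd1 differed by 0.58, 0.09 and 0.46 and did not pass.

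In Notch3 KO T-ALL, Cd4, Cd8a and Cd8b1 differed from thymus by -3.24, -2.98 and -3.47, Cd44 by 0.81, Mki67 by 0.89 and Cd274 by -1.07 (exact permutation tests, adjusted p = 0.0286 each, 3 of 3 libraries beyond all controls). Il2ra differed by -2.74 (adjusted p = 0.0476, 2 of 3 libraries below) and Pdcd1 by 0.22. Between Notch3 KO and WT T-ALL none passed, and 1 had an unadjusted p under 0.05, Il2ra with -2.83 (exact permutation test, p = 0.0485, adjusted p = 0.0896). The count adjusted over the list alone was 5, 7 and 0, and that over all genes tested was 5, 5 and 0. Without any 1 of the Notch3 KO libraries, and in the tests within batches, the count of Notch3 KO T-ALL against thymus was 0, which moved it most.

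WT T-ALL samples were less alike than thymus samples, which bears on the study's description of its cases as heterogeneous. The median correlation of a sample with the others of its group was 0.930 ± 0.018 in WT T-ALL (n = 14) and 0.979 ± 0.006 in thymus (n = 6), a difference of -0.050 (exact permutation test, p = 2.58e-05, the smallest it can give), with 14 of 14 libraries below all controls. An offset of 0.1 moved it most, to -0.068. Within batch A it was -0.058 (exact p = 0.0667, the smallest possible for 4 against 2) and within batch B -0.049 (exact p = 0.000999, the smallest for 10 against 4). The medians of a group share pairs of samples and were not recomputed for each split. They are thus not independent, and these p-values overstate the evidence. The Notch3 KO libraries had 0.930, 0.919 and 0.941.

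The study reported chromosome gains from exome sequencing. The shift in expression of each of 20 chromosomes was measured here. No chromosome passed, and 3 had an unadjusted p under 0.05 by the exact permutation test. Chromosome 15 (472 genes) was shifted by 0.29 in WT T-ALL (p = 0.0031, adjusted p = 0.0619), with a mean of 0.29 ± 0.19 (SD, n = 14) against 0.00 ± 0.02 in thymus, 11 of 14 libraries above all controls and 2 below, and a mean of 0.33 in Notch3 KO T-ALL. Chromosomes 2 and 19 were shifted by -0.04 (p = 0.0124) and -0.06 (p = 0.0102), both with an adjusted p of 0.0824. The correction for GC content and length moved the count most, to 7 chromosomes, with chromosome 15 at 0.29. The adjusted p of chromosome 15 ran from 0.0142 to 0.0728 over its alternatives. These tests compare the group means of WT T-ALL and thymus, so a shift in a few libraries can be missed. Shifts of similar size occurred in single libraries on other chromosomes. Among them were chromosome 14 in WT T-ALL 111, 14 and 7 (0.46, 0.45 and 0.32) and chromosome 18 in WT T-ALL 126 (-0.32). In Notch3 KO T-ALL 2, chromosomes 4 and 12 were shifted by 0.34 and 0.32. Single libraries were not tested.

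**Figure D4:**
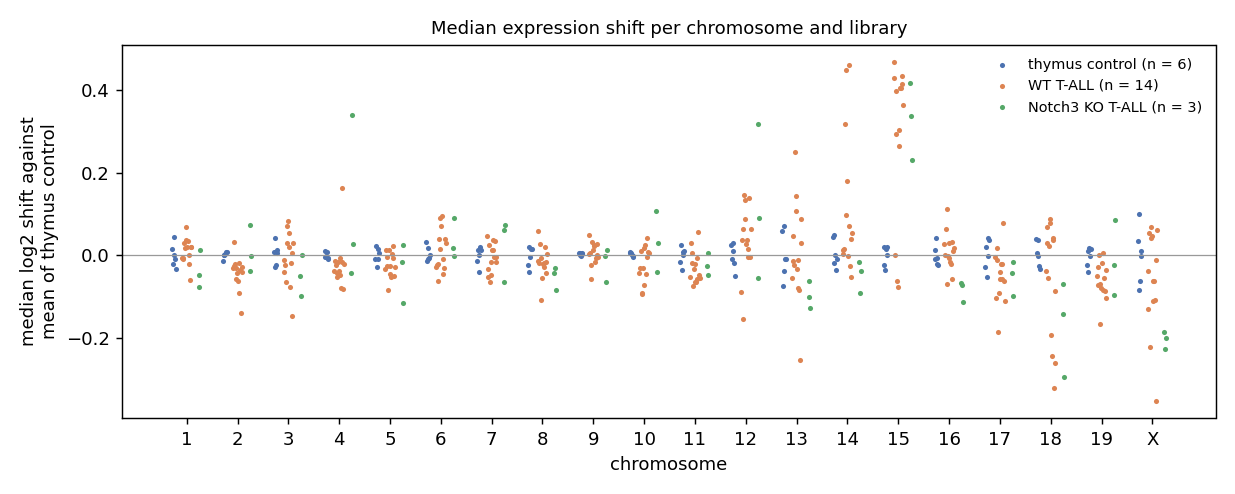
Median log2 shift against the thymus mean, per library, for chromosomes 1 to 19 and X in thymus, WT T-ALL and Notch3 KO T-ALL, with 1 dot per library. On chromosome 15, 11 of 14 WT T-ALL libraries lie above all thymus controls, with a mean shift of 0.29.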

Values the study reported

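The study's text puts the share of leukemic cells at more than 80% on average in the unfractionated spleen cells used for exome sequencing. It gives no such share for the RNA libraries. It reports mutations in the PEST domain of Notch1 in 10 of 19 cases (53%) and deletions at the 5′ end of the gene in 10 of 19 cases (53%).
Its methods put the depth of the RNA libraries at about 75 M reads per sample.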

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

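The comparisons, the erythroid score as a covariate and most marker lists were set before the data were examined. The lists of mural cell and pancreatic acinar cell genes were added later, so the mural cell test was not set beforehand. Chosen only after the result was seen were the tests of sex, of pancreatic tissue, of the batch for short RNAs, of Dynlt1c, and the separate tests for Tal1 with Lmo2 and for Lyl1, so these describe the data they came from. Samples far from the others were looked for in the thymus controls, the group without tumors, by Dixon's ratio of gap to range. Of 140 values tested, 11 had such a sample where 7 would be by chance.

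Thymus 3 stood apart in Hbb-bt (ratio 0.697, at 5.12 against 1.24 to 2.42), in Alas2 (0.850, at 1.64 against 0.16 to 0.38) and in the erythroid score that holds both (0.683, at 2.23 against 0.78 to 1.24). Thymus 6 stood apart in Mndal (0.627, at 6.64 against 5.60 to 5.99) and Tdrp (0.634, at 5.08 against 4.23 to 4.54), and thymus 1 in the shift of chromosome 2 (0.670, at -0.01 against 0.00 to 0.01). In 5 genes the ratio was 1.000 because all other controls were listed at 0: Rhag in thymus 1 (0.04), Treml1 in thymus 6 (0.16), Ddx3y in thymus 6 (0.04), Kdm5d in thymus 5 (0.02) and Uty in thymus 6 (0.03). These are values near the lower end of the scale. More red cells in the tissue of thymus 3 and natural variation between mice were not tested.

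Marker lists of other cell types gave a signal that the report does not treat. Each score is the mean log2 value of its list, and 30 exact permutation tests (10 lists, 3 comparisons) were adjusted together. The erythroid score was higher in WT T-ALL than in thymus by 4.56 (adjusted p = 0.000129), with 14 of 14 libraries above all controls, and the lowest T-ALL score was 3.59 where the highest of thymus was 2.23. The other rises were 1.65 for megakaryocyte genes (adjusted p = 0.000129), 1.66 for macrophage genes (0.0136, 11 of 14 libraries), 3.77 for neutrophil genes (0.000442), 0.60 for endothelial genes (0.000129) and 1.16 for stroma genes (0.000129). Thymus itself had 4 of 12 erythroid genes at 1 or more, 8 of 10 macrophage, 6 of 8 neutrophil, 0 of 6 megakaryocyte, 2 of 7 endothelial and 1 of 7 stroma genes. Abundant genes were Hba-a2, at 5.45 ± 1.40 in thymus (n = 6), 12.16 ± 1.72 in WT T-ALL (n = 14) and 15.38 ± 0.88 in Notch3 KO T-ALL (n = 3), and S100a9, at 6.42 ± 1.29, 10.38 ± 1.96 and 9.62 ± 3.05. Scores of thymic epithelium (3 of 8 genes in thymus) and B cells (4 of 5) differed by -0.51 and -1.44, that of the genes the hosts lack, Rag2 and Il2rg (2 of 2), by -1.68, and that of sex genes (1 of 5) by 1.37.

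In Notch3 KO T-ALL against thymus the score differences were 6.79 (erythroid), 2.76 (macrophage), 3.06 (neutrophil), 3.39 (megakaryocyte), 0.93 (endothelial), 1.30 (stroma), -0.34 (thymic epithelium), -1.53 (B cell), 1.47 (sex) and -2.21 (host genotype), each with an adjusted p of 0.0179 from the smallest exact p except neutrophil (adjusted p = 0.0776). Against WT T-ALL they were 2.23 (erythroid, adjusted p = 0.0179 by the exact test), 1.74 (megakaryocyte, 0.0136), 1.10 (macrophage, 0.142), -0.71 (neutrophil), 0.32 (endothelial, 0.0582), 0.15 (stroma), 0.16 (thymic epithelium), -0.09 (B cell), 0.10 (sex) and -0.53 (host genotype). The comparison is of spleen with thymus, so a rise in such scores follows the tissue as well as the disease. Blood formation in the spleen of a diseased mouse was not tested apart from that.

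Tal1 and Lmo2, which the report gives as raised in T-ALL, are also expressed in erythroid and megakaryocyte cells. If erythroid or megakaryocyte cells of the host spleen in the T-ALL samples carried these transcripts, they should follow the erythroid score from library to library. Across the 14 WT T-ALL libraries Lmo2 did (r = 0.755, permutation p = 0.002, adjusted p = 0.012 over 6 relations; Spearman 0.727, adjusted p = 0.025), with 0.769 without WT T-ALL 5 and 7, the farthest libraries, and 0.844 in the 10 libraries of batch B. Tal1 gave r = 0.697 (adjusted p = 0.018; Spearman 0.626, adjusted p = 0.06), with 0.657 without the same libraries and 0.779 in batch B. Batch A holds 4 WT T-ALL libraries, and no correlation was computed for so few. Part of the rise of Tal1 and Lmo2 may thus come from erythroid cells, but a leukemia that expresses more Tal1 could also be found in a spleen with more erythroid cells. The rises of 3.09 and 3.28 are close to those of the erythroid genes Gata1, Klf1 and Epor (2.51, 3.71 and 2.59). Tal1, Gata1 and Klf1 measured 5.05, 4.75 and 5.48 in WT T-ALL 108, the highest WT T-ALL value of each. In WT T-ALL 128 they measured 1.86, 1.98 and 2.06. The erythroid score averages hemoglobin genes with Gata1 and Klf1, and correlations of Tal1 with single erythroid genes were not computed. For Lyl1 the correlation with the erythroid score was 0.316 (permutation p = 0.27, Spearman 0.231), or 0.462 without WT T-ALL 5 and 7. Lyl1 was not tested against the macrophage and neutrophil scores. Among WT T-ALL it was highest in libraries 110 and 108 (4.68 and 4.07), whose macrophage scores were also the highest (5.92 and 5.83). In WT T-ALL 36 both were lowest, at 1.40 and 2.23. Host cells, macrophages among them, and leukemic cells cannot be told apart as the source of the Lyl1 rise. The megakaryocyte score gave 0.589 for Tal1 (adjusted p = 0.038), 0.622 for Lmo2 (adjusted p = 0.03) and 0.542 for Lyl1, which became 0.145, 0.240 and 0.152 without WT T-ALL 36 and 108.

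Tal1 and Lmo2 also differed between the T-ALL groups, by 1.94 and 1.46. In Notch3 KO T-ALL 1, 2 and 3, Tal1 measured 3.92, 5.92 and 5.54, and the erythroid gene Gata1 3.98, 5.25 and 5.58. The erythroid score is higher in Notch3 KO T-ALL by 2.23. The same possible explanation, erythroid cells (r = 0.755 for Lmo2 within WT T-ALL), therefore holds for the difference of Tal1 and Lmo2. The genotype of the donor remains open and was not tested apart from it. Both calls held without Notch3 KO T-ALL 1 (differences of 2.55 and 1.87, exact permutation test with the smallest p for 2 libraries, 0.00833, adjusted p = 0.03 each). Both were lost without Notch3 KO T-ALL 2 (1.54 and 1.31, adjusted p = 0.0938 and 0.0918) and without Notch3 KO T-ALL 3 (1.73 and 1.20, adjusted p = 0.107 and 0.129).

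Notch3 differed between Notch3 KO and WT T-ALL by -1.56, yet the libraries still measured 3.22, 2.59 and 3.74. The prediction was that, if stromal cells of the host spleen supply the Notch3 transcript, stromal genes lie at or above Notch3. In the mean of the Notch3 KO libraries 5 of 7 stromal genes lay below it (Col1a1 1.12, Col3a1 0.59, Dcn 0.41), while Col1a2 (4.18) and Pdgfrb (4.15) lay above. For mural cells of the host spleen, 8 of 8 mural genes lay below it (Acta2 2.25, Mylk 1.11, Tagln 0.97). Pdgfrb, which lay above Notch3, was counted with the stromal genes only, so this count depends on the choice of list. How much Notch3 such cells carry beside each of these genes is unknown. The counts therefore cannot tell whether stromal or mural cells supply the transcript. The study's methods describe the knockout as an insertion into the first coding exon, and transcription of the altered locus downstream of it was not tested, since reads of single exons were not used here. Notch3 in other host cells was not tested either.

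The 72 genes that differed between Notch3 KO and WT T-ALL came in recognizable kinds: 18 are genes of pancreatic acinar cells, 7 are short non-coding RNAs (Rmrp, Scarna13, Snora74a, Snord15a, Snord15b, Snord17 and Snord22) and 7 more are ribosomal RNA genes. None were on the erythroid list. Pancreatic tissue carried along with the spleen was tested on 15 acinar genes outside the 72, which were higher in Notch3 KO T-ALL by 1.00 (exact permutation test, p = 0.00441), at 1.42 ± 0.61 (n = 3) against 0.42 ± 0.25 in WT T-ALL (n = 14), and 0.24 ± 0.03 in thymus (n = 6). Within batch A the difference was 1.02 (exact p = 0.0571, smallest possible 0.0286). Ctrb1 measured 2.14, 6.38 and 6.36 in the Notch3 KO libraries and 4.23 in WT T-ALL 48, whose acinar mean of 1.05 was above that of Notch3 KO T-ALL 1, at 0.75. Pancreatic tissue is a likely source of these 18 calls.

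Short RNAs could also differ by a difference in how short RNAs were retained in library preparation. Of 27 other short RNA genes 22 were higher in Notch3 KO T-ALL, with a median difference of 0.35 (exact permutation p = 0.00147 for the mean of 0.33, the smallest it can give), which is consistent with such a difference, although far smaller than that of the called ones. The library batch that holds all Notch3 KO T-ALL samples was tested as its cause. The 7 called short RNAs measured 3.55 ± 0.54 in Notch3 KO T-ALL (n = 3), 0.65 ± 0.08 in WT T-ALL of the same batch (n = 4), 0.63 ± 0.20 in all WT T-ALL and 0.72 in thymus. The difference within the batch was 2.90 (exact p = 0.0286, the smallest possible), which argues against the inferred batch as the cause. A preparation step shared by the 3 Notch3 KO libraries alone could not be tested, nor could the donor genotype apart from it.

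Erythroid cell content was tested for the 72 genes as well. Within WT T-ALL 25 of them (34.7%) had a correlation above 0.5 with the erythroid score, against 762 of 11605 other genes (6.57%, Fisher p = 2.62e-12), and 21 of the 25 were neither acinar nor short RNA genes. Genes are not independent, so this p overstates the evidence. With the erythroid score as a covariate 15 genes were called, 12 of them among the 72. Whether erythroid content or the donor genotype made the lost calls cannot be told apart this way, since the score itself differs between the groups. With the inferred batch as a term 159 genes were called, so that batch is unlikely to have made the difference. In 3 of 100 splits of the T-ALL libraries into 3 and 14, the real one included, at least 72 genes were called. The other splits set apart Notch3 KO T-ALL 1 with WT T-ALL 108 and 110 (285 genes) and WT T-ALL 108, 110 and 202 (145). With the batch term 1 of 35 splits reached its count, and the highest other split gave 12. The donor genotype as the cause of the remaining calls is open.

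Y-linked genes gave a signal no comparison covers. In 11 of 17 T-ALL libraries (9 WT and 2 Notch3 KO) at least 1 of 4 Y-linked genes had a scaled RPKM of 1 or more, and in all 11 Xist was also at 1 or more, at 1.91 to 5.15 on the log2 scale. The explanation looked at was that the T-ALL samples hold cells of 2 animals of different sex. In 10 libraries all 4 Y-linked genes and Xist were at 1 or more, but this counts the pattern itself and does not test the explanation. In WT T-ALL 108, Eif2s3y measured 0.11 where Ddx3y, Kdm5d and Uty measured 3.73, 2.83 and 2.01. In thymus the highest value of a Y-linked gene was 0.04 and Xist ran from 6.46 to 7.32. The 6 T-ALL libraries with all Y-linked genes below 1 had Xist from 3.61 (WT T-ALL 14) to 8.11. Of these, Notch3 KO T-ALL 3 had a trace of all 4, with Eif2s3y at 0.61, Ddx3y 0.29, Kdm5d 0.17 and Uty 0.08, each above the thymus controls. Each T-ALL sample joins 2 animals by design, but host and donor of different sex and a gain or loss of a sex chromosome in leukemic cells cannot be told apart from these values.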

How the results depend on the processing

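Alternatives set before the data were examined and others chosen after seeing the data were run, 1 choice at a time. Added after seeing the data were the offset of 0.1, the correction for GC content and length, both batch terms, the tests within batches, the unblocked fit of matched samples, 3 marker scores regressed out and the set without single libraries. An offset of 1 is the same as the values used. Over 22 main results, 127 comparisons gave the same outcome, 4 were weaker, 6 stronger, 33 moved a count and 3 reversed direction. Over 75 other results, 584 of 698 comparisons were the same, 90 weaker, 0 stronger and 24 reversed. Unless a reason is given, the cause was not tested.

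The count for WT T-ALL against thymus (6150) ran from 5195 to 7260 over the alternatives that kept all samples of both groups, apart from 992 with the erythroid covariate, a score that by itself separates T-ALL from thymus and so takes up much of the difference. For Notch3 KO T-ALL against thymus (4475) it was 175 with that covariate and 2859 to 4292 with 1 library left out, where there are fewer samples. The median change of all genes in that comparison was 0.08, and -0.05 after quantile normalization and -0.06 after the GC and length correction. Of the calls 2082 were rises and 2396 falls with the former, and 2034 and 2523 with the latter. Quantile normalization and the GC and length correction put the share of rises for WT T-ALL at 49.1% and 47.6%, against 56.8%.

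A replicate block on the numbers in the labels gave 1806 genes for WT T-ALL against thymus, and the same matched samples without the block gave 2207, so fewer samples account for most of the move. For Notch3 KO T-ALL the block gave 3628, against 3900 without it. Residual correlations of same-numbered libraries were -0.235 to 0.151, and the numbers do not pair the samples.

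For Notch3 KO against WT T-ALL (72) the count was 2 with an offset of 0.01, 39 with an offset of 0.1, 134 without a filter, 6 with a filter at 5, 15 with the erythroid covariate, 254 with all 3 groups in 1 fit, 159 with the batch term, and 3 to 205 with 1 library left out. Median-of-ratios scaling gave 65, quantile normalization 76, array weights 107 and the batch of the first rule 70. After the GC and length correction 43 rose and 15 fell.

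Notch3 in Notch3 KO T-ALL against thymus, -0.12, was 0.01 within batches and -0.40 to 0.17 with 1 library left out. Against WT T-ALL, -1.56, it was -1.51 within batches, no longer past the threshold, and -1.84 to -1.27 with 1 library left out.

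Within batches the number of genes past the threshold was 0 for Notch3 KO T-ALL against thymus in the lists of transcription factors, Notch1 and targets, and immunophenotype, and 0 for transcription factors against WT T-ALL. By construction 3 against 2 libraries cannot give less than 0.1 and 3 against 4 cannot give less than 0.0286 by the exact test, so against thymus these counts were bound to be 0. The immunophenotype count for WT T-ALL was 3 within batches, where 5 passed. With 1 Notch3 KO library left out the counts were again 0 for all 3 lists against thymus, where the smallest p is 0.0357 then. The count of transcription factors against WT T-ALL was 0 to 2, with 2 kept without Notch3 KO T-ALL 1.

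Some single genes with small differences changed direction. In Notch3 KO T-ALL against thymus these were Tal2 (-0.01 after quantile normalization), Lmo1 (-0.07 with an offset of 0.1, -0.14 after quantile normalization, -0.01 within batches, -0.13 to 0.23 with 1 library left out) and Pdcd1 (-0.15 after the GC and length correction, -0.15 to 0.59 with 1 library left out). Il2ra in WT T-ALL against thymus was -0.02 with an offset of 0.1. Alas2 in Notch3 KO T-ALL was -1.86 with the erythroid covariate, a score that contains Alas2.

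Against WT T-ALL the genes that changed direction were Tal2 (-0.04 to 0.01 with 1 library left out), Lmo1 (0.15 within batches), Tlx1 (-0.01 to 0.18 with 1 library left out), Notch1 (-0.10 after the GC and length correction, -0.05 within batches, -0.15 to 0.19 with 1 library left out), Myc (-0.27 within batches, -0.09 to 0.49), Cd8a (0.01 within batches, -1.04 to 0.07), Cd8b1 (-1.23 to 0.30) and Pdcd1 (0.07 within batches, -0.61 to 0.13), where the ranges are again those with 1 library left out.

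The Notch target set passed with fry against thymus, for WT T-ALL (p = 4.58e-06) and Notch3 KO T-ALL (p = 0.00826). Without Dtx1, Hes1 and Myc the direction for Notch3 KO T-ALL reversed (p = 0.534). With 1 library left out p ran from 0.0211 to 0.0264 for WT T-ALL against thymus, from 0.106 to 0.21 for Notch3 KO T-ALL against thymus and from 0.0247 to 0.276 against WT T-ALL. The first and the last passed without Notch3 KO T-ALL 3 (adjusted p = 0.0395 each).

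The difference in uniformity kept its direction throughout, from -0.068 to -0.042, and was -0.058 within batch A, where 4 against 2 libraries cannot pass. With a filter at 5 on average 3 chromosomes passed (2, 11 and 15) and the shift of chromosome 15 was 0.37. After the GC and length correction 7 passed, with chromosome 15 at 0.29. The correlation of changes between the T-ALL groups was 0.845 to 0.914 with 1 library left out, below the limit of the simulations (0.879) without Notch3 KO T-ALL 1 or 3. The study gives an approximate depth for its samples. That of single libraries is unknown, so how far it limits genes with low values could not be assessed.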

Other observations

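The tests of this part follow patterns seen in the data, so each is a hypothesis about the same samples that raised it. The test of Dynlt1c was chosen only after the result was seen.

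The split of thymus controls 5 and 6 from the others runs on through the T-ALL groups. The explanation tested was that reads were assigned without regard to strand in 1 of the 2 batches. Of the 9 genes that made the split without overlap, 8 (88.9%) have an exon that overlaps a gene on the opposite strand, against 26.2% of the kept genes (Fisher p = 0.000154). With a margin of 0.5 it was 17 of 20 genes (85.0%, p = 6.23e-08). The split by the first rule, WT T-ALL 7 alone, gave 9 of 18 (p = 0.0304), and 49 of 185 (26.5%, p = 0.933) with a margin of 0.5. The tied split of WT T-ALL 3 and 7 gave 2 of 8, and 25 of 92 (27.2%, p = 0.813). Of the genes higher in thymus controls 5 and 6, whatever they did in T-ALL, 18 of 33 overlapped (54.5%, p = 0.000546), and of those lower there 4 of 31 did (12.9%, p = 0.103). The strand explanation is therefore likely for the split used here, while the other splits show it at 1 margin or at none, which was itself picked by a rule changed after its first result. All 3 Notch3 KO libraries lie in 1 batch, so batch and donor genotype are in part confounded: only the 4 WT T-ALL libraries of that batch separate them.

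WT T-ALL libraries were less alike than thymus controls, and unequal host cell content of the spleen samples was tested as a reason. With the erythroid, macrophage and neutrophil scores regressed out, the difference in median correlation was -0.042, against -0.050 before, and random covariates in their place gave -0.056 to -0.041 with a median of -0.049. The lowest library was WT T-ALL 110 at 0.880. The medians rose in both groups, from 0.930 to 0.953 in WT T-ALL and from 0.979 to 0.995 in thymus. A fit of 3 covariates to 6 thymus samples leaves little variation whatever they measure. The value of -0.042 also lies near the end of the random range. A difference thus remained without these 3 scores, but the test cannot measure how much of it host cell content accounts for. Other host cell types were not tested. Differences between the leukemias themselves remain open, as do tissue and strain.

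The shift of chromosome 15 in WT T-ALL did not pass over 20 chromosomes, but was tested further because the study names gains of this chromosome. GC content or transcript length bias of the libraries is an unlikely reason, since the shift was 0.29 after the correction. A gain of the whole chromosome in leukemic cells of most cases should shift every stretch of it. In 4 stretches of 118 genes each the shifts were 0.40, 0.27, 0.22 and 0.22 (exact p = 2.58e-05, 0.00854, 0.0499 and 0.0354 for 14 against 6 libraries), in order of position, so the lowest was 0.22. This is consistent with a gain of the whole chromosome. DNA of these samples was not analysed here.

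Dynlt1c was listed at 0.00 in 16 of 17 T-ALL libraries and at 5.62 in WT T-ALL 7, where thymus ran from 4.66 to 5.64. If reads of Dynlt1c were assigned to its paralogs, the sum of the 4 paralogs Dynlt1a, Dynlt1b, Dynlt1c and Dynlt1f should be unchanged. The sum was higher in WT T-ALL than in thymus by 0.44 on the log2 scale (exact permutation p = 0.0489), at a scaled RPKM of 365 ± 133 (n = 14) against 263 ± 57.1 (n = 6), with 453 ± 77.2 in Notch3 KO T-ALL (n = 3) and 277 in WT T-ALL 7. Dynlt1f measured 6.16 in WT T-ALL 7, 6.78 to 8.25 in the other T-ALL libraries and 4.81 to 6.07 in thymus, and Dynlt1a 5.77, 4.60 to 6.28 and 2.96 to 5.08. The predicted gene Gm4371, not part of the sum and chosen after its values were seen, gave 0.97, 3.71 to 5.04 and 0.24 to 0.62. Reassigned reads and a change in expression cannot be told apart from these values. Strain was not tested.

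Other splits of the samples were fitted as the real groups were. For WT T-ALL against thymus 1 of 100 splits, the real one, reached 6150 genes, and the highest other gave 524. For Notch3 KO T-ALL against thymus 1 of 84 splits, the real one, reached 4475, and the highest other gave 7.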
